A study of Homo sapiens with 12 samples. Its data were reported in "N6-methyladenosine mRNA marking promotes selective translation of regulons required for human erythropoiesis" (2019).

How the data were processed

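Ribosome profiling was performed in HEL cells, a human erythroleukemia line that carries erythroid and megakaryocytic features, after CRISPR targeting of *WTAP* or with a non-targeting control sgRNA (NTC). WTAP is a subunit of the complex that writes N6-methyladenosine on mRNA. Each genotype gave libraries of ribosome-protected fragments (RPF, the footprints that ribosomes shield from nuclease) and libraries of fragmented total RNA. The footprint and total RNA libraries of a genotype with the same replicate number are called a culture here. Neither the labels nor the methods state that they came from the same cells. The labels place the 12 libraries in 4 groups of 3, and the replicate numbers 1, 2 and 3 are those of the labels.

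The authors deposited raw counts of reads per gene symbol, with no normalization, in a separate table for each library. According to the methods of the study, the 3′ adapter was clipped, reads aligning to rRNA with Bowtie were removed, and the remainder was aligned to hg19 with TopHat2. HTSeq then counted reads against the UCSC transcriptome over the coding sequence, starting 20 nt past the start codon and ending 20 nt short of the stop codon, which leaves out the ribosomes that pile up at both ends. Versions of these tools were not stated. Short reads from near-identical copies cannot be assigned with certainty, so values of ribosomal protein genes, *PABPC1*, *RPS10* and *GYPB* carry that uncertainty. Reads outside coding sequence are given as a single number per library and were used only for the share of reads in coding sequence.

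Counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 19224 genes, 11520 passed filterByExpr over the 4 groups (minimum count 10, minimum total count 15). Library totals were scaled by TMM factors. The quasi-likelihood test (glmQLFit and glmQLFTest) was run without a replicate block for 3 comparisons of WTAP KO with NTC. The RNA comparison used the 6 total RNA libraries. The RPF comparison used the 6 footprint libraries. Translation efficiency (TE), the footprint count of a gene relative to its total RNA count, was tested as the interaction of genotype and library kind in a single fit of all 12 libraries. Adjusted p-values are Benjamini-Hochberg values (FDR), all tests are two-sided, and a gene passed the threshold at an FDR under 0.05 with an absolute log2 change over 1. TE-only genes passed it for TE and did not pass it for RNA in either direction. Standard errors (SE) of log2 changes were taken from the quasi-likelihood F statistic. Per-replicate TE was the log2 CPM of the footprint library minus that of the total RNA library with the same replicate number, with a prior count of 2.

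6 gene sets were written before the data were examined and tested with camera (limma 3.58.1), with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 tests. Further lists, for ER chaperones, ATF4 targets, G2/M and S phase, were written after the data were seen. The genes named in the text were also fixed before the data were examined: *WTAP*, *METTL3*, *METTL14*, the genes named by the study, and, for RNA and for TE-only genes, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 50 counts and no overlap between the 3 WTAP and the 3 NTC values. A gene chosen by this rule is not reported here, and none was put in its place. A few genes were added to the closing section after the data were seen.

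Coordinates, coding sequence (CDS) GC content and length came from the GENCODE annotation lifted to GRCh37, the same assembly as hg19, 1 transcript per gene. Symbols were matched for 97.9% of the genes, 1022 of the genes through an older symbol in a table of gene synonyms used for names only, and 11441 of the 11520 tested genes (99.3%) had a CDS GC value. In the GC correction, chosen after seeing the data, each library's log2 CPM deviation from the gene's mean was fitted on CDS GC with a natural spline of 5 degrees of freedom, and the fit was used as an offset.

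The replicate numbers shared by the NTC and WTAP groups come from the sample labels, and no other record of pairing was used. A fit with the replicate number as a block was planned as an alternative, and is reported beside the unpaired result. Other alternatives were DESeq2 1.42.0, other scaling factors, other filters and thresholds, counts thinned at random to the smallest library, a block for each culture, and leaving out each library in turn. Reads were thinned without replacement. A first run used the thinCounts routine of edgeR with a target size, which removes reads with replacement. Counts from it varied 1.27 to 6.94 times as much as binomial sampling allows, against 0.968 to 1.03 times here. That routine was replaced after its results had been seen. The procedure was tested on simulated counts drawn from the real means, library sizes and dispersions of the 11520 genes with 200 genes changed by known amounts. The TE test recovered 195 of the 200 genes (97.5%), with 3 unchanged genes called. The RNA test recovered 200 with 0 unchanged genes called, and the RPF test recovered 195 with 1 unchanged gene called. The changed genes all had a mean of at least 50 counts and changes larger than the fold change cutoff, in either direction. No GC dependence that differs between genotypes was simulated. The rates therefore do not cover sparser genes, smaller changes or such a GC dependence.

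Totals over coding sequence ran from 1582356 to 11333613 counts per library. A floor of 3 counts, below which a signal was not relied on, ranged from 0.265 to 1.90 CPM. Floors used library totals without TMM factors, while CPM values of genes include them, so the 2 compare only roughly. Reads carry no molecular identifiers here, so confidence intervals and floors cover counting error only. Replicate libraries were compared by chi-square over genes with at least 20 counts in the pair. The statistic per degree of freedom ranged from 2.19 to 5.90, so no pair matched within sampling noise. Separate libraries of the same sample could also exceed that noise, so the test cannot show that the replicates are independent cultures. Every library was counted as its own replicate, as labeled. The labels give no sequencing batch or date.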

Results

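Footprints and total RNA were sequenced from HEL cells in which *WTAP* had been targeted and from NTC cells, with 3 libraries of each kind per genotype. Coding-sequence totals were 3401280, 1582356 and 2016014 counts in the NTC footprint libraries (replicates 1 to 3) and 6038084, 4375107 and 3443208 counts in the WTAP KO footprint libraries. The total RNA libraries held 3403946, 11333613 and 5981008 counts in NTC and 3267648, 3894995 and 2678031 counts in WTAP KO. The NTC footprint libraries were thus the shallowest on the footprint side. Across genes, Pearson correlations of log2 CPM between replicates ranged from 0.968 to 0.977 for NTC footprints, from 0.984 to 0.988 for WTAP KO footprints, from 0.988 to 0.995 for NTC total RNA and from 0.978 to 0.983 for WTAP KO total RNA. Genes are not independent replicates, and these coefficients describe the libraries only.

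The targeted gene was examined first. Reads of *WTAP* numbered 624, 2069 and 1055 in the NTC total RNA libraries (replicates 1 to 3) and 457, 414 and 299 in the WTAP KO total RNA libraries, and 528, 250 and 290 in the NTC and 517, 405 and 311 in the WTAP KO footprint libraries. After scaling, *WTAP* (chromosome 6, 160146617 to 160177351, GRCh37) was at 167 ± 3.23 CPM in NTC total RNA and 98.5 ± 14.6 CPM in WTAP KO total RNA (SD, n = 3), with no overlap between the groups. Its mRNA fell by 0.73 on the log2 scale (SE 0.11, edgeR FDR 1.95e-06). Its footprints went from 185 ± 6.13 to 97.3 ± 3.69 CPM (SD, n = 3), a log2 change of -0.92 (SE 0.11, edgeR FDR 7.69e-09), so that the direction in both kinds of library matched the labels. The TE of *WTAP* did not differ between genotypes (log2 change -0.17, edgeR FDR 0.474). The partner subunits *METTL3* and *METTL14* rose slightly in mRNA, by 0.41 and 0.33 log2 units (edgeR FDR 0.0108 and 0.0285), and neither changed in TE (edgeR FDR 0.125 and 0.216).

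The first comparison across genes asked which mRNAs changed in abundance. In total RNA, 904 genes rose and 238 fell past the threshold, 7.85% and 2.07% of the 11520 genes tested. The choice of cutoff moved these numbers most: with an FDR under 0.05 and no fold change cutoff, 3041 genes rose and 2859 fell. With the replicate block, 908 rose and 244 fell. Same-numbered total RNA libraries of the 2 genotypes deviated together only weakly, with a mean correlation of 0.12 (across genes, of deviations from the group mean), while the 5 other ways of matching the numbers gave means from -0.08 to 0.04. The 5 largest rises among well-counted genes were those of *FOLR2*, *VTN*, *FOS*, *TNFSF10* and *TUBB1*. *FOLR2* (chromosome 11, 71927645 to 71932994) went from 5.01 ± 1.12 to 71.8 ± 2.55 CPM (SD, n = 3; log2 change 3.96, SE 0.16, edgeR FDR 1.97e-17), and *FOS* (chromosome 14, 75745529 to 75748933) from 12.03 ± 0.817 to 130 ± 0.709 CPM (SD, n = 3; log2 change 3.44, SE 0.12, edgeR FDR 4.87e-19). The log2 changes of *VTN*, *TNFSF10* and *TUBB1* were 3.95, 3.11 and 3.06. Among the 5 largest falls were those of *GYPB* (-2.703), *BNIP3* (-2.56), *NAB2* (-2.31) and *KIF20A* (-2.11). Each of these 9 genes also changed in footprints in the same direction past the threshold, and none of the 9 changed in TE at an FDR under 0.05, except for *FOS* with the replicate block and the GC correction together (0.65, edgeR FDR 0.0445).

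In footprints, 1047 genes rose and 700 fell (1028 and 691 with the replicate block; mean correlation of same-numbered footprint libraries 0.01, rank 3 of the 6 ways of matching the numbers). The alternative that moved these most was again the removal of the fold change cutoff (2790 and 2617 genes). The log2 changes of mRNA and footprints were correlated across genes (Pearson r 0.66, Spearman rho 0.60), which is a description over genes that are not independent. Of 3414 genes with an FDR under 0.05 in both comparisons, 254 (7.44%) moved in opposite directions.

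**Figure D1:**
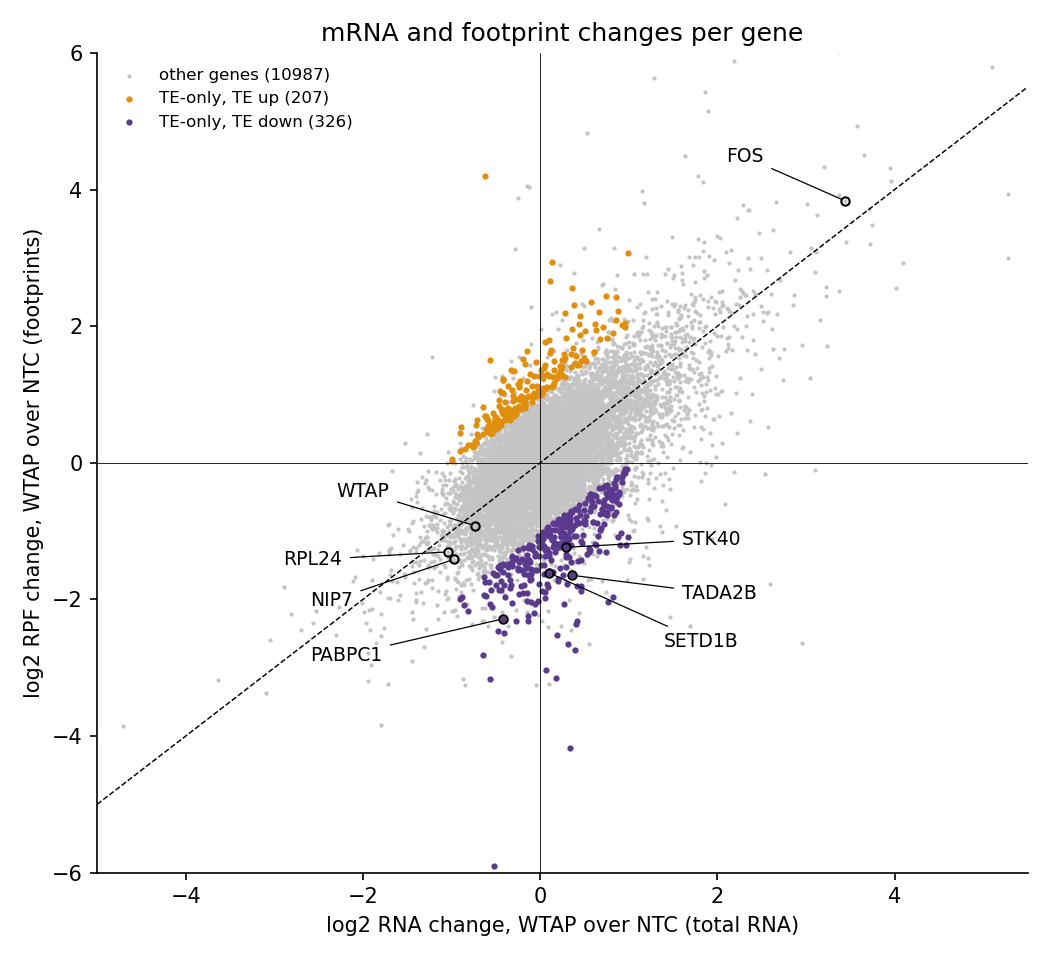
Each point is a gene, with its log2 change in total RNA on the horizontal axis and in footprints on the vertical axis (WTAP KO over NTC, 3 libraries per group), and the dashed line marks equal change. The 207 TE-only genes with raised TE (orange) lie above the line and the 326 with lowered TE (purple) lie below it, a few named genes are circled, and 8 genes fall outside the plotted range.

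To ask which mRNAs changed in translation beyond their change in abundance, TE was tested in the joint fit of the 12 libraries. TE rose for 225 genes and fell for 376 past the threshold, or 1.95% and 3.26% of those tested. With an FDR under 0.05 and no fold change cutoff the numbers were 1310 and 1025, the largest shift among the alternatives. The replicate block gave 242 and 406 genes, and a block for each culture, which pairs the footprint and total RNA library of the same genotype and number, gave 237 and 402. Footprint and total RNA libraries with the same number deviated together with a mean correlation of 0.04 in NTC and 0.15 in WTAP KO, ranks 2 and 1 of the 6 ways of matching the numbers. Of the genes past the TE threshold, 207 with a rise and 326 with a fall did not pass it in RNA (220 and 350 with the replicate block). Among the others, TE and RNA went in opposite directions for 53 and in the same direction for 15.

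The TE change depended on base composition. Across 11441 genes, its Spearman rho with CDS GC was -0.46, compared with 0.26 for the RNA change and -0.16 for the RPF change. Median CDS GC was 52% over all genes, 43.9% for the genes with raised TE and 61.9% for those with lowered TE. In the quintile of genes with the lowest GC (32.6 to 43.5%), 103 rose and 11 fell in TE, and in the quintile with the highest (60.8 to 78.9%), 9 rose and 217 fell. The slope of log2 TE on CDS GC was -0.0388 ± 0.008 per percent in NTC cultures and -0.0662 ± 0.0067 in WTAP KO cultures (SD, n = 3). The groups did not overlap, and the exact permutation test gave p = 0.1 (two-sided), the smallest that 3 cultures against 3 allow. After the GC correction, TE rose for 107 genes and fell for 257, and with the replicate block and the correction together for 113 and 270. TE-only genes then numbered 98 up and 228 down, or 103 and 240 with the block. The number of raised genes was therefore sensitive to GC by more than 1.5 times, and the number of lowered genes by less.

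**Figure D2:**
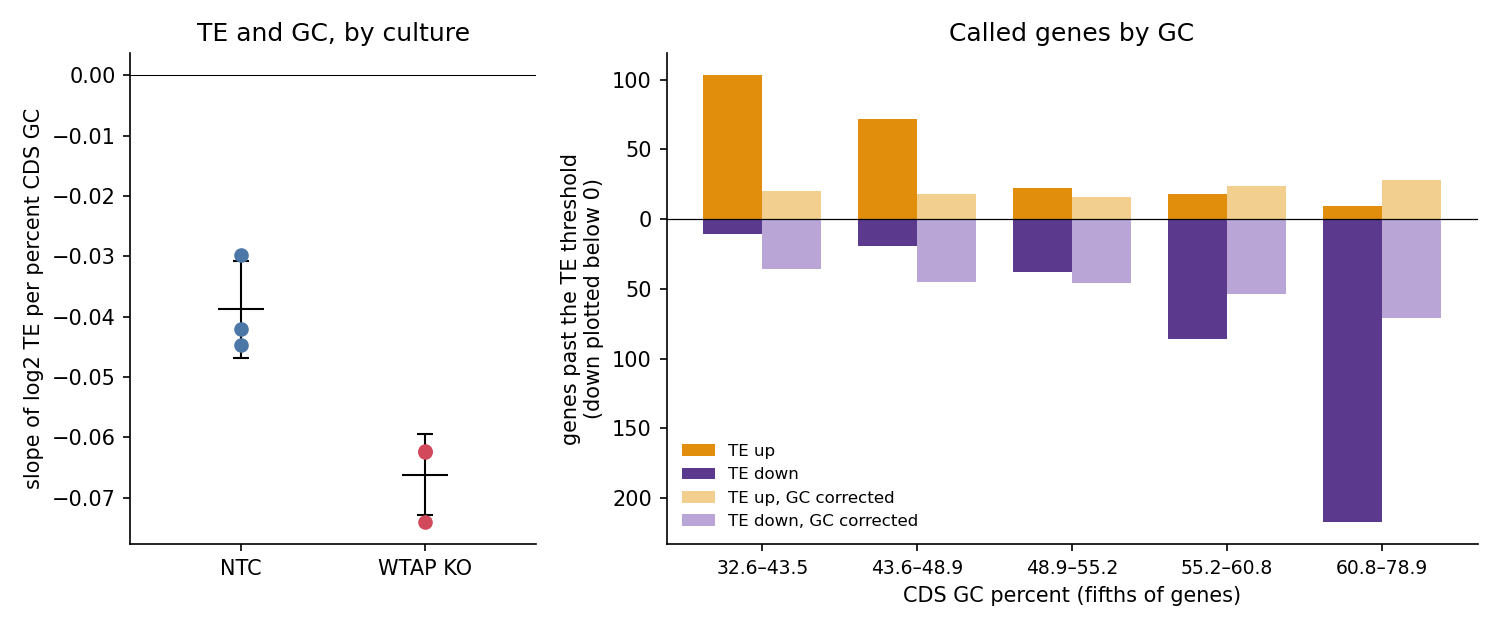
Left, the slope of log2 TE on CDS GC percent for each culture (points), with mean and SD (n = 3), which was lower in each WTAP KO culture than in any NTC culture. Right, genes past the TE threshold in quintiles of CDS GC, with falls drawn below 0: before the correction (dark bars) falls went from 11 in the lowest quintile to 217 in the highest, and after it (light bars) from 36 to 71.

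Among TE-only genes with a mean of at least 50 counts and no overlap between the genotypes, the largest rises were those of *ZNF75A*, *TRIM71*, *EIF4EBP2*, *PRKD3* and *TMEM123*. The log2 TE of *ZNF75A* (chromosome 16, 3355406 to 3368852) went from -1.72 ± 0.52 to 0.20 ± 0.08 (SD, n = 3), a change of 1.93 (SE 0.28, edgeR FDR 4.01e-06). *PRKD3* (chromosome 2, 37477645 to 37551976) went from -2.36 ± 0.11 to -0.69 ± 0.04 (SD, n = 3), a change of 1.66 (SE 0.17, edgeR FDR 7.76e-09). The changes of *TRIM71*, *EIF4EBP2* and *TMEM123* were 1.81, 1.68 and 1.65. The largest falls, under the same limits, were those of *MEX3D* (-3.38), *TESK1* (-2.31), *PKDCC* (-2.22), *KIF3C* (-2.21) and *HKR1* (-2.19). Their footprints in WTAP KO cells were sparse, at 0.227 ± 0.197 CPM for *MEX3D* and at most 1.99 ± 1.68 CPM (*KIF3C*) for the others (SD, n = 3). The floor of 3 counts in these libraries was 0.497 to 0.871 CPM, with *MEX3D* below it and the others not far above. The NTC footprints of *TRIM71* (1.55 ± 0.857 CPM) and *EIF4EBP2* (1.67 ± 0.858 CPM; SD, n = 3) were likewise close to the floor of the NTC footprint libraries, 0.882 to 1.90 CPM. The sizes of these falls and of these 2 rises are thus poorly determined. Each of these 10 genes stayed past the TE threshold after the GC correction and with the replicate block. Without NTC footprint replicate 3, *PKDCC* did not pass it. With counts thinned to the smallest library, *TRIM71* (1.54, edgeR FDR 0.105), *EIF4EBP2* (1.37, edgeR FDR 0.129) and *HKR1* (-1.60, edgeR FDR 0.0665) did not pass it, and the other 7 did.

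The study retested lowered genes one by one, and 9 of them scored. Footprints of all 9 fell past the threshold here, with log2 changes from -1.24 (*STK40*) to -2.28 (*PABPC1*). The split between abundance and TE differed among them. TE passed the threshold for 3 of the 9. *PABPC1* (chromosome 8, 101698044 to 101735037) went from a log2 TE of -1.60 ± 0.06 to -3.43 ± 0.13 (SD, n = 3; change -1.84, SE 0.16, edgeR FDR 7.43e-11). *TADA2B* (chromosome 4, 7043626 to 7059679) went from -1.22 ± 0.24 to -3.12 ± 0.88 (SD, n = 3; change -1.997, SE 0.40, edgeR FDR 0.000421). *STK40* (chromosome 1, 36805225 to 36851525) went from -2.20 ± 0.24 to -3.70 ± 0.46 (SD, n = 3; change -1.502, SE 0.29, edgeR FDR 0.000247). For *PABPC4*, *RPS19*, *BRD7* and *CXXC1* the TE change had an FDR under 0.05 but stayed within 1 log2 unit (-0.91, -0.86, -0.57 and -0.54). For *NIP7* and *RPL24* the TE change was not significant (-0.42 and -0.24; edgeR FDR 0.0831 and 0.278), while their mRNA fell by 0.97 and 1.04 log2 units. With the replicate block the same 3 genes passed the TE threshold (-1.83, -2.04 and -1.51 for *PABPC1*, *TADA2B* and *STK40*), as they did after the GC correction (-2.03, -1.82 and -1.33). They also passed it with counts thinned to the smallest library (-1.82, -1.86 and -1.34; edgeR FDR 2.91e-14, 0.0107 and 0.0136), where *BRD7* (-0.55, edgeR FDR 0.0912) and *CXXC1* (-0.38, edgeR FDR 0.326) were no longer significant. The TE change of *CXXC1* was not significant after the GC correction either (-0.32, edgeR FDR 0.217), while that of *NIP7* became so (-0.54, edgeR FDR 0.0214). That of *RPL24* had an FDR under 0.05 with the replicate block and the GC correction together (-0.39, edgeR FDR 0.0269).

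**Figure D3:**
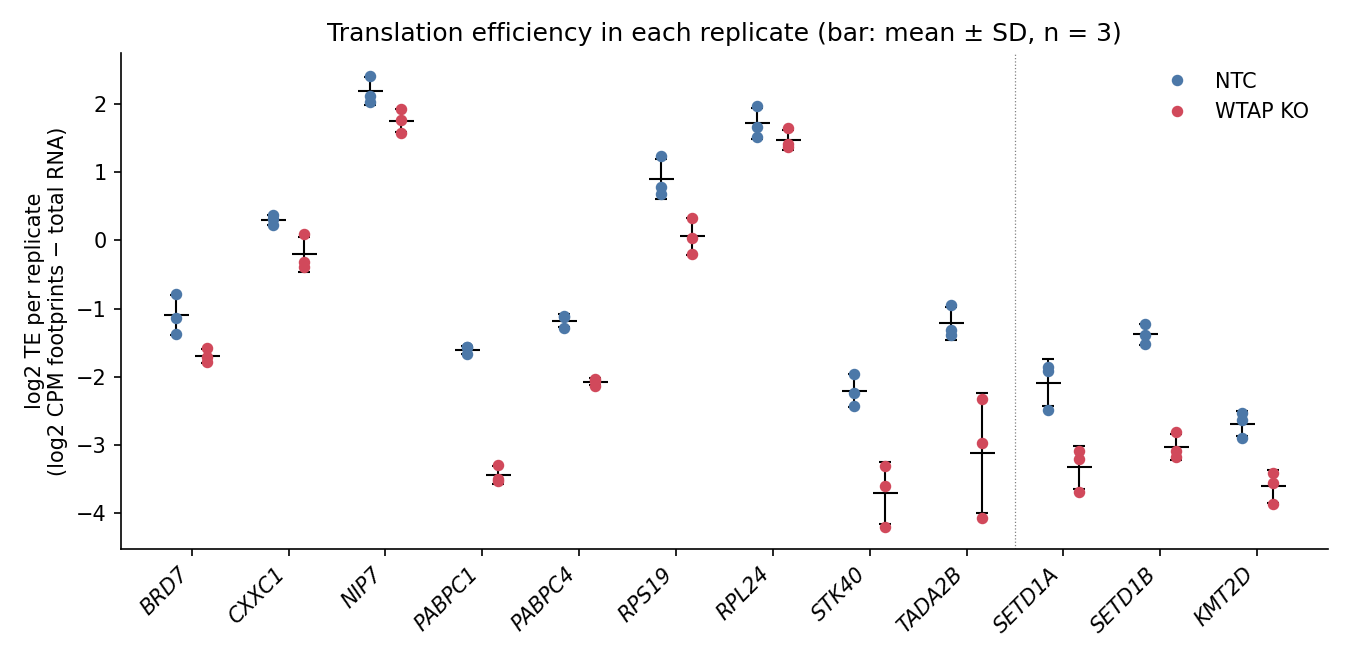
Log2 TE of the 9 retested genes (left of the dotted line) and of 3 H3K4 methyltransferase genes (right), with each point a replicate of NTC (blue) or WTAP KO (red) and bars giving the mean and SD (n = 3). The 3 WTAP KO values lie below the 3 NTC values for each gene plotted except *RPL24*, and the difference of the means is largest for *TADA2B* and *PABPC1*.

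H3K4 MTases were examined next, as a network of interest in the study. For single genes, *SETD1A* (chromosome 16, 30968615 to 30995985) changed in TE by -1.24 (SE 0.25, edgeR FDR 0.000398) and *SETD1B* (chromosome 12, 122241915 to 122270562) by -1.68 (SE 0.20, edgeR FDR 1.38e-07), with no significant change in mRNA (edgeR FDR 0.164 and 0.456). After the GC correction the mRNA of both fell, by 0.44 (edgeR FDR 0.000123) and 0.21 (edgeR FDR 0.0319). *KMT2D* (chromosome 12, 49412758 to 49454577) changed in TE by -0.96 (SE 0.18, edgeR FDR 0.000165), just inside the fold change cutoff. Its mRNA also fell, with a log2 change of -0.56 (edgeR FDR 4.61e-05), or -0.75 after the GC correction (edgeR FDR 1.72e-07). CDS GC was 62.7%, 64.7% and 60.1% for these 3 genes, and after the GC correction the TE changes were -0.93, -1.31 and -0.75, so that of the 3 only *SETD1B* remained past the cutoff. Over 20 tested members of H3K4 methyltransferase complexes, the median TE change was -0.32 (camera FDR 0.00113), 14 of 20 were negative, 8 fell and 3 rose at an FDR under 0.05. The mean log2 TE of the set was -0.83 ± 0.09 in NTC and -1.199 ± 0.05 in WTAP KO (SD, n = 3). The replicate block gave a median of -0.34, and the GC correction -0.33, while among genes with a mean of at least 50 counts it was -0.17 (camera FDR 0.00215). *MCL1* fell in TE by 1.35 log2 units (edgeR FDR 7.67e-08) without a significant mRNA change (edgeR FDR 0.155). *FBXW7* and *RPS10* fell by 0.94 and 0.87 log2 units in TE (edgeR FDR 0.0342 and 0.0307), and with thinned counts that of *FBXW7* passed the threshold (-1.21, edgeR FDR 0.0333) while that of *RPS10* was not significant (edgeR FDR 0.0554). *FBXW7* also passed it after the GC correction, without (-1.23, edgeR FDR 0.0086) and with the replicate block (-1.24, edgeR FDR 0.00423), but not with the block alone (-0.95). *RPS10* did not pass it after the GC correction (-0.86). Without 1 library, the TE change ranged from -1.23 to -0.557 for *FBXW7* and from -1.04 to -0.467 for *RPS10*. The side of the threshold changed in 4 and 2 of 12 fits.

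Ribosomal protein genes fell in both measures. Of 78 tested, 77 had a negative RNA change and the median was -0.59, larger in size than the shift of 0.13 that scaling by library totals gave the median of all genes. Their median TE change was -0.23 (camera FDR 5.58e-06), with 23 genes lowered and 2 raised at an FDR under 0.05 and only 1 past the TE threshold. The median RPF change was -0.82. In the 15 tested mRNAs with a terminal oligopyrimidine tract (TOP) other than ribosomal proteins, the median TE change was -0.70 (camera FDR 6.41e-11) and 13 of 15 were negative. Proteasome subunits, taken as a comparison set, had a median TE change of 0.20 (camera FDR 0.00448), which shrank to 0.12 (camera FDR 0.122) after the GC correction. With the replicate block the medians of the ribosomal protein, TOP and proteasome sets were -0.22, -0.70 and 0.21, and under library totals they kept their signs. The camera result depended on the assumed inter-gene correlation: when it was estimated from the data, none of the 6 sets passed, with FDRs of 0.334 for ribosomal proteins and 0.112 for both the TOP and the H3K4 sets.

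Erythroid transcription factors and heme genes were compared next, since the study followed both. Changes in mRNA of *GATA1* (-0.07), *LDB1* (0.03), *LMO2* (-0.09) and *KLF1* (0.30) were not significant (edgeR FDR 0.592, 0.800, 0.550 and 0.0608). With the replicate block the rise of *KLF1* had an FDR under 0.05 (0.33, edgeR FDR 0.01). After the GC correction *GATA1* and *LMO2* fell by 0.29 and 0.37 (edgeR FDR 0.00494 and 0.00266). *NFE2*, *GFI1B* and *ZFPM1* rose by 0.88, 0.57 and 1.26 log2 units (edgeR FDR 2.57e-08, 4.48e-05 and 3.03e-10). The median RNA change of the 7 factors was 0.30 (camera FDR 0.0231), or 0.33 with the replicate block. These genes have a median CDS GC of 61.9%, and after the GC correction the median was -0.09 (camera FDR 0.267), so the direction for the set depended on that correction, and *ZFPM1* no longer passed the cutoff (0.73). No TE change among the 7 factors was significant, although that of *GFI1B* (0.39, edgeR FDR 0.08) was after the GC correction (0.67, edgeR FDR 0.00171) and with the replicate block (0.39, edgeR FDR 0.0479). For 8 heme biosynthesis genes the median RNA change was -0.45 (camera FDR 0.0533; -0.45 with the replicate block), with 5 genes lowered at an FDR under 0.05. The set test did not pass.

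**Figure D4:**
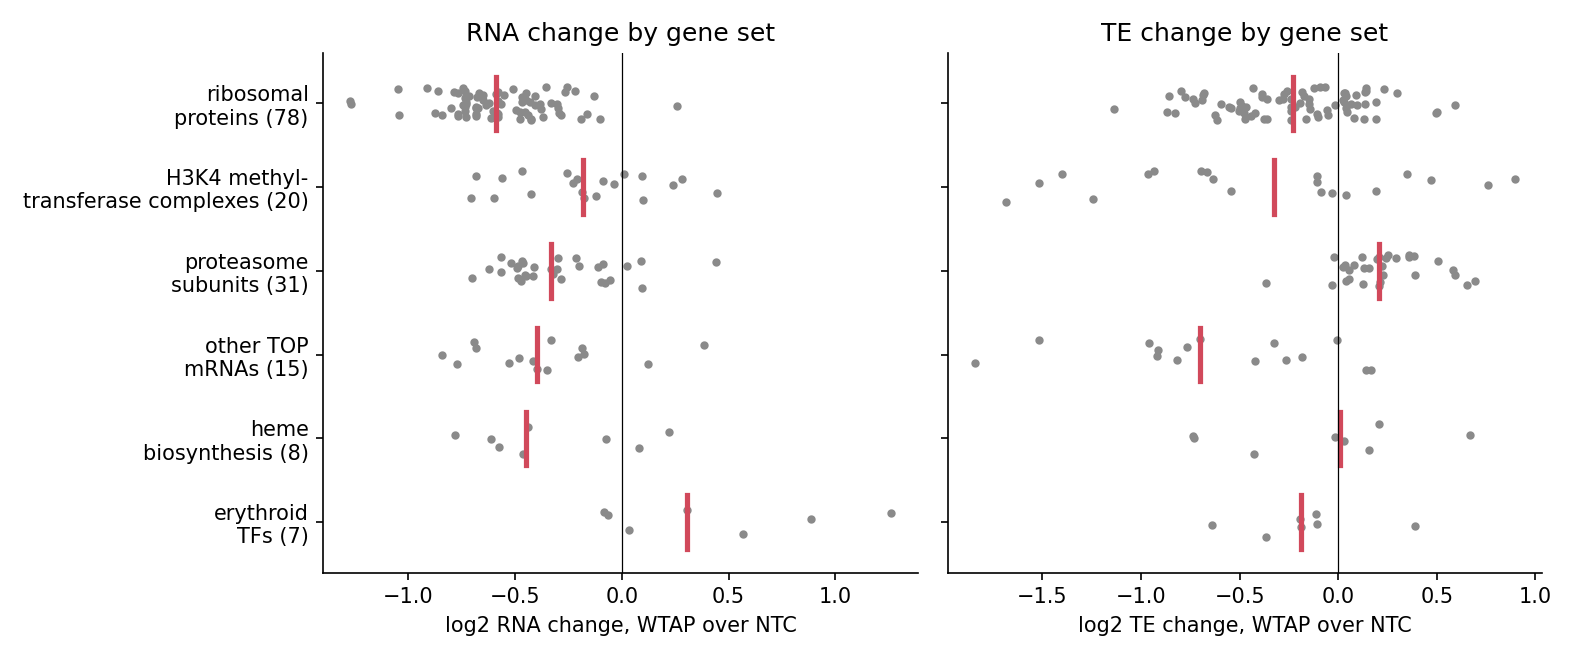
Log2 change in RNA (left) and TE (right) for the genes of each set, with the number tested in parentheses, each point a gene and the red bar the set median. Medians for RNA were lowest in ribosomal proteins (-0.59), and for TE in the other TOP mRNAs (-0.70).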

Values the study reported

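By its own criteria, the study counted 738 genes with raised and 317 with lowered translation whose mRNA it did not call changed, 1055 in all. It retested 54 of the lowered genes individually, and 9 scored when they were inhibited.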

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

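The tests in this part were chosen after the result was seen, that of thinned counts before any thinned value was, and its routine was replaced after a first result. For 7 of the named genes, mRNA and footprints moved in opposite directions, each with an FDR under 0.05, and the interaction test of the 2 kinds of library was significant. *STK40*, *TADA2B*, *TESK1*, *PKDCC* and *KIF3C* rose in mRNA (0.29, 0.36, 0.46, 0.46 and 0.42) and fell in footprints, with TE changes of -1.502, -1.997, -2.31, -2.22 and -2.21. *PRKD3* and *TMEM123* fell in mRNA (-0.41 and -0.41) and rose in footprints, with TE changes of 1.66 and 1.65. *EIF4EBP2* joined them with the replicate block (mRNA -0.33, edgeR FDR 0.0387; footprints 1.355, edgeR FDR 0.0332) and after the GC correction (mRNA -0.39, edgeR FDR 0.0229; footprints 1.33, edgeR FDR 0.0254). 5 of the 7 genes (*PRKD3*, *TMEM123*, *TESK1*, *PKDCC* and *KIF3C*) were named because of their TE change, so a significant interaction was fixed in advance for them. *STK40* and *TADA2B* were taken from the study, which picked genes to retest among those lowered in these same data, so a lower TE was also a condition of their choice. The interaction is therefore no independent evidence for any of the 7.

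2 technical explanations were tested. After the GC correction, 2 of the 7 genes (*PRKD3* and *TMEM123*) still moved in opposite directions with both FDRs under 0.05. The mRNA rise of the other 5, whose CDS GC ranges from 58.9% to 67.7%, was no longer significant, so that rise cannot be told apart from the GC dependence of the total RNA libraries. The TE change of 7 of the 7 stayed past the threshold, so GC content, as corrected here, leaves the TE change unexplained. After every library was thinned to the smallest total, 7 of the 7 stayed past the TE threshold, so unequal depth, as thinned here, leaves the TE change unexplained as well. The biological explanation that the design offers, an effect of *WTAP* loss on their translation, remains a hypothesis for these genes as far as these counts go. For *STK40* and *TADA2B* the study reported further evidence from other assays. Their protein and the methylation of their mRNA fell after *WTAP* KO, and reporters with mutated sites had lower activity. A difference in library batch between the genotypes was not tested, since the labels give no batch.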

How the results depend on the processing

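The GC correction, with and without the replicate block, and the thinning of counts for single genes were chosen after seeing the data, and the other alternatives before. The replicate block alone, the culture block, the stricter FDR of 0.01, the filter keeping all genes with at least 1 count, DESeq2 size factors in edgeR, thinned counts and the contrast within the fit of all 12 libraries left every count they were run on within 1.5 times its value. The 2 blocks that used replicate numbers gave TE counts from 237 to 242 up and from 402 to 406 down.

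Removing the fold change cutoff raised TE genes to 1310 up and 1025 down, RNA genes to 3041 and 2859, RPF genes to 2790 and 2617, and TE-only genes to 581 up. Requiring RNA not to pass an FDR of 0.05 at any fold change left 103 TE-only genes up and 154 down. DESeq2 called 145 TE genes up and 134 TE-only genes up, with 446 TE falls and 397 TE-only falls. Its size factors within edgeR gave 156 TE genes up, 144 TE-only genes up, 472 TE falls and 415 TE-only falls, so most of the move came with the scaling. Scaling by library totals only moved RPF genes down to 461. That scaling shifted the median change of all genes by 0.13 for RNA, 0.155 for RPF and 0 for TE, in the direction of the move. Keeping genes with a mean of at least 50 counts left 134 TE genes up, 126 TE-only genes up, 443 RNA genes up, 142 RNA genes down and 662 RPF genes up. The cause was not tested. Thinning all libraries to the smallest total gave 186 TE genes up, 356 TE genes down, 173 TE-only genes up and 314 TE-only genes down, and RNA and RPF counts also stayed within 1.5 times. The routine used for thinning at first, which added noise of its own and was replaced after its results had been seen, had left 110 TE genes up and 190 down.

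The GC correction left 107 TE genes up and 98 TE-only genes up, and together with the replicate block 113 and 103. Under it the proteasome median TE change was 0.116 (camera FDR 0.122), and 0.115 with the block (0.113), neither past the threshold. The heme median RNA change became -0.57 (camera FDR 0.0491), while with the block it stayed outside (0.063). The median RNA change of erythroid transcription factors reversed, to -0.088 with the correction alone and -0.091 with the block. With inter-gene correlation estimated, ribosomal proteins (-0.23, camera FDR 0.334), H3K4 complexes (-0.32, 0.112), proteasome subunits (0.20, 0.266), other TOP mRNAs (-0.70, 0.112) and erythroid transcription factors (0.30, 0.211) did not pass.

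Leaving out 1 library at a time, TE genes ranged from 171 to 294 up and from 286 to 466 down over 12 fits, all within 1.5 times. The correlation of RNA and RPF changes ranged from 0.63 to 0.69. The heme median ranged from -0.545 to -0.405, and passed the threshold in 2 of 6 fits. The other set medians kept their sign and side of the threshold, but their size varied. The median RNA change of erythroid transcription factors ranged from 0.089 to 0.437. Median TE changes ranged from -0.286 to -0.124 for ribosomal proteins and from -0.425 to -0.271 for H3K4 complexes. They ranged from 0.17 to 0.228 for proteasome subunits and from -0.783 to -0.569 for other TOP mRNAs.

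Some single genes changed sign. Under the GC correction alone and then with the block, the TE change reversed for *METTL14* (-0.01, and with the block the log2 TE change of METTL14 was -0.00027), *GATA1* (0.15 and 0.15), *KLF1* (0.39 and 0.36), *TNFSF10* (-0.31 and -0.22), *GYPB* (-0.023 and -0.051) and *NAB2* (0.15 and 0.16), and the RNA change for *SETD1B* (-0.21 and -0.22), *MCL1* (-0.027 and -0.035), *KLF1* (-0.15 and -0.13), *LDB1* (-0.09 and -0.09) and *MEX3D* (-0.42 and -0.43). Of these RNA changes, those of *SETD1B* and *MEX3D* had an FDR under 0.05 with the correction (0.0319 and 0.00865). DESeq2 gave a TE change of -0.10 for *TNFSF10*. With thinned counts the TE change became -0.116 for *TNFSF10* and -0.338 for *TUBB1*, and the RNA change 0.037 for *LMO2*. No longer past the threshold with them were the TE changes of *TRIM71* (1.54), *EIF4EBP2* (1.37) and *HKR1* (-1.60) and the RPF change of *EIF4EBP2* (1.20). Library totals gave RNA changes of 0.065 for *GATA1* and 0.046 for *LMO2*. Over the fits without 1 library, the TE change ranged from -0.25 to 0.10 for *KLF1*, from -0.033 to 0.539 for *VTN*, from -0.24 to 0.17 for *TNFSF10*, from -0.29 to 0.31 for *TUBB1*, from -0.30 to 0.77 for *BNIP3* and from -0.399 to 0.008 for *NAB2*, and the RNA change from -0.022 to 0.093 for *LDB1*. Apart from the scaling shift, the cause of these changes was not tested. Of the single-gene values recomputed, 1761 kept their direction and side of the threshold, 19 became weaker, 25 stronger and 43 reversed.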

Other observations

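Of the tests in this part, those of library-to-library GC bias, of GC content on the numbers of genes, of ER chaperones and G2/M mRNAs, with the ATF4 and S phase lists, of the coding share and of small RNA loci in *WEE2* were chosen after the result was seen, and the others before. The thinning test was chosen before, but its routine was replaced after a first result, in which 110 TE genes up and 190 down had passed the threshold, fewer by more than 1.5 times.

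The number of TE-only genes here was 533. That is lower than the value quoted from the study above. The number with raised TE was 207. That is also lower than the value quoted from the study. The number with lowered TE was 326. That is slightly higher than the value quoted from the study, so the shortfall in number lies in the raised genes. Whether the lowered genes are the same ones was not compared as a list. Of the 9 retested genes, which the study took from its lowered category, TE passed the threshold here for 3 and footprints for 9. For *SETD1A*, *SETD1B* and *KMT2D* these numbers were 2 and 3, and for *MCL1*, *FBXW7* and *RPS10* they were 1 and 3. With DESeq2 in place of edgeR, TE-only genes up numbered 134, and with DESeq2 size factors in edgeR 144, so the scaling accounts for most of the gap between the tools. TE-only genes down numbered 397 with DESeq2. The study also used DESeq2 for this test. With that tool the values here lay further from those of the study, so the choice of tool alone does not account for the difference. Removing the fold change cutoff gave 581 TE-only genes up and 443 down, nearer the study for raised genes and further from it for lowered genes. The methods of the study state a fold change cutoff, so this does not settle the difference. The filter keeping all genes with at least 1 count gave 270 up and 283 down. Library totals (202 and 307) and the GC correction (98 and 228) came no nearer for raised genes. Causes beyond the settings run here were not tested.

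Other groupings of the 6 cultures were compared, moving the footprint and total RNA library of a culture together. Only 4 of the 10 splits part all 3 same-numbered pairs as the real split does. With so few, the share of splits with as many genes stays above 0.05 whatever the data. The real split was the only 1 of these 4 with as many genes for TE (601), for TE-only (533), for RNA (1142) and for RPF (1747). The others gave 0 genes past the threshold. At an unadjusted p under 0.05 the 9 other splits gave 46 to 154 genes for TE, 20 to 210 for RNA and 49 to 166 for RPF, against 3891, 6546 and 6121 for the real split. The 6 splits that part 1 pair also gave 0 genes. Each other split mixes the genotypes within its groups, which inflates the spread, so few genes were to be expected in them and the comparison shows no stability. For the gene sets, the real split was the only 1 of the 4 with 5 sets past the threshold, and the others gave at most 2.

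Library depth and GC content were set against the numbers of genes. With thinned counts, 542 TE genes passed the threshold (601 before), 1123 RNA genes (1142 before) and 1612 RPF genes (1747 before), each number within 1.5 times. The genes themselves were partly others. Of the 601 TE genes, 375 (62.4%) passed in the same direction with thinned counts, of the RNA genes 909 (79.6%) and of the RPF genes 1405 (80.4%). Unequal depth as thinned here therefore does not account for the numbers, but which genes passed depended on the draw or on depth, most of all for TE. Thinning also removes counts that carry real differences, and a single draw was made, so these were not separated. The GC correction gave 364 TE genes, lower by more than 1.5 times, against 1016 for RNA and 1659 for RPF. Part of the number of TE genes cannot be told apart from GC, while those for RNA and RPF stayed within 1.5 times.

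GC-rich mRNAs lost TE and GC-poor mRNAs gained it. If GC bias merely varied from library to library, cultures of the 2 genotypes would overlap in their slope of log2 TE on GC. The nearest WTAP KO and NTC slopes were 0.0175 per percent apart, more than the largest range within a genotype (0.015). That goes against the explanation for TE only if replicate numbers pair the footprint and total RNA library of a culture. The evidence for that pairing is weak, and other pairings, which were not run, would change both the gap and the ranges. A bias shared by libraries of a genotype is not argued against in either case. In single libraries, total RNA slopes were apart (-0.0382 to -0.0337 in NTC, -0.0271 to -0.0064 in WTAP KO). Footprint slopes overlapped (-0.0816 in NTC replicate 3, -0.0803 in WTAP KO replicate 2). For the footprints alone, variation from library to library is thus not excluded. Among pairs of replicates of the same genotype, the TE difference still correlated with GC, with Spearman rho across genes from -0.23 to 0.29, and for pairs across genotypes it ran from -0.545 to -0.234, so the ranges of its size overlapped. A bias in reads would not distinguish codon positions, and a percent of GC at positions 1 and 2 would then weigh about 2 times as much as at position 3. The ratio was 1.41 (SE 0.14, with genes taken as independent). That lies in the range of 1 to 3 set beforehand but below 2 by more than 2 SE, so the test does not decide. A GC bias of the libraries that differs with genotype or with an unrecorded batch thus remains a candidate explanation, and a biological dependence of translation on GC is not separated from it. Libraries of both genotypes made side by side with a spike-in of known composition would settle this.

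The lower TE of H3K4 methyltransferase mRNAs was set against GC content. The set's median of -0.32 lay at percentile 0.37 of 10000 random lists matched on CDS GC and expression (middle 95% from -0.24 to 0.20), which GC content as matched here does not account for. The set's median CDS GC (50.5%) was close to that of all genes (52%), so matching on GC could change little for the set. For its GC-rich members *SETD1A*, *SETD1B* and *KMT2D*, the TE change did shrink after the GC correction (-0.93, -1.31 and -0.75). The set contains genes named by the study from these same data, so the test is not an independent one.

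The lower TE of ribosomal protein mRNAs may reflect shared control of TOP mRNAs, which respond to mTOR signaling. The median of the 15 other TOP mRNAs (-0.70) had the same sign and lay at percentile 0 of 10000 lists matched on expression (middle 95% from -0.17 to 0.28), as shared control of TOP mRNAs would give. *PABPC1*, 1 of the retested genes, belongs to this group. Shared control is therefore an alternative to a gene-by-gene effect of the methyl mark for such mRNAs, and the footprint and total RNA counts do not separate them. For *PABPC1* the study had other evidence for the mark. Mutating the putative methylated sites in a reporter lowered its activity, and methylation of the mRNA and the protein level fell after *WTAP* KO.

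ER chaperone mRNAs rose. *HSPA5* (chromosome 9, 127997132 to 128003661) had a log2 RNA change of 1.92 (SE 0.10, edgeR FDR 5.46e-15) and an RPF change of 2.43 (1.92 and 2.43 with the replicate block). Over 17 other ER chaperone and degradation genes the median RNA change was 0.36, with 11 of the 17 raised at an FDR under 0.05, and it was 0.28 after the GC correction and 0.49 with library totals. The median lay at percentile 99.99 of lists matched on GC and expression, so GC content as matched here does not account for it. The ATF4 branch of the stress response was tested as part of the same hypothesis. Its 16 tested targets had a median of 0.43 (percentile 99.90), with 10 raised and 2 lowered, and it was 0.42 after the GC correction and 0.57 with library totals. In footprints their median was 0.195, and *ATF4* itself fell in RNA (-0.31, edgeR FDR 0.00719) and footprints (-0.30, edgeR FDR 0.0268). A stress response in WTAP KO cells may accompany the changes, as a hypothesis that the fall of *ATF4* does not favour for the ATF4 branch. A difference in culture state between the cell pools was not tested.

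G2/M mRNAs fell. All 45 tested genes of the list were lowered in RNA at an FDR under 0.05, with a median of -1.03 (-0.99 after the GC correction, -0.90 with library totals, -1.03 with the replicate block), at percentile 0 of lists matched on GC content and expression. *PLK1* changed by -1.92 and *CCNB1* by -1.70 (edgeR FDR 5.89e-14 and 5.09e-12). If fewer cells were in cycle, S phase mRNAs would fall too. Their median of -0.19 (-0.06 with library totals, -0.23 after the GC correction) lay at percentile 71.59 of matched lists, so they fell no more than matched genes did. Of the 41 genes, however, 18 were lowered and 4 raised at an FDR under 0.05, and a smaller share of cycling cells is not excluded. A shift within the cycle, away from G2/M, is a hypothesis, and growth conditions at harvest were not tested.

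The share of counted reads that fell in coding sequence was 49.2 ± 9.52% in NTC footprints and 62.0 ± 3.47% in WTAP KO footprints (SD, n = 3). Single footprint libraries gave 53.4% (95% Wilson interval 53.3 to 53.4), 38.3% (38.2 to 38.3) and 55.8% (55.8 to 55.9) in NTC and 63.9% (63.8 to 63.9), 58.0% (58.0 to 58.1) and 64.2% (64.2 to 64.2) in WTAP KO. The groups did not overlap (exact permutation p = 0.1, the smallest possible with 3 against 3, and 0.2 after adjustment for 2 tests), and in total RNA they did (33.7 ± 1.61% and 33.1 ± 3.21%, SD, n = 3; exact permutation p = 0.8). Between the 2 footprint libraries of different genotype closest in the ratio of counted reads, the share differed by 4.69 percentage points. Between the 2 closest in the difference of counted reads it differed by 10.85 points, the WTAP KO library having the larger share with fewer reads (5363131 against 6375731). These single pairs do not decide, since both differences are smaller than the range of the NTC libraries. If the share followed depth, the library with the most counted reads would have the largest share in each genotype. That held in 0 of the 2 genotypes, and in each the library with the fewest reads had the largest share. That library was replicate 3 in both genotypes. Replicate 3 also had the largest share in both total RNA groups (35.5% in NTC and 36.8% in WTAP KO). The order may thus follow the replicate number, and with 3 libraries per genotype it is at most weak evidence against a difference in library depth. No biological explanation was tested, and a different purity of the footprint preparations is not excluded.

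*WEE2* (chromosome 7, 141408153 to 141431071) held 8723 to 35142 counts in each total RNA library and 36 to 116 counts in each footprint library, up to 0.86% of all coding counts of a total RNA library. The annotation places an snRNA pseudogene inside *WEE2* (141427784 to 141427948). Small RNA genes overlapping a coding exon of *WEE2* numbered 0, the nearest exon being 538 nt away, so that reads of a small RNA locus inside the gene are not borne out by this annotation as the source. What the reads are was not determined.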
